# A Mixture of Chemicals Found in Human Amniotic Fluid Disrupts Brain Gene Expression and Behavior in *Xenopus laevis*

**DOI:** 10.3390/ijms24032588

**Published:** 2023-01-30

**Authors:** Michelle Leemans, Petra Spirhanzlova, Stephan Couderq, Sébastien Le Mével, Alexis Grimaldi, Evelyne Duvernois-Berthet, Barbara Demeneix, Jean-Baptiste Fini

**Keywords:** thyroid hormones, endocrine disruption, neurodevelopment, *Xenopus laevis*

## Abstract

Thyroid hormones (TH) are essential for normal brain development, influencing neural cell differentiation, migration, and synaptogenesis. Multiple endocrine-disrupting chemicals (EDCs) are found in the environment, raising concern for their potential effects on TH signaling and the consequences on neurodevelopment and behavior. While most research on EDCs investigates the effects of individual chemicals, human health may be adversely affected by a mixture of chemicals. The potential consequences of EDC exposure on human health are far-reaching and include problems with immune function, reproductive health, and neurological development. We hypothesized that embryonic exposure to a mixture of chemicals (containing phenols, phthalates, pesticides, heavy metals, and perfluorinated, polychlorinated, and polybrominated compounds) identified as commonly found in the human amniotic fluid could lead to altered brain development. We assessed its effect on TH signaling and neurodevelopment in an amphibian model (*Xenopus laevis*) highly sensitive to thyroid disruption. Fertilized eggs were exposed for eight days to either TH (thyroxine, T_4_ 10 nM) or the amniotic mixture (at the actual concentration) until reaching stage NF47, where we analyzed gene expression in the brains of exposed tadpoles using both RT-qPCR and RNA sequencing. The results indicate that whilst some overlap on TH-dependent genes exists, T_4_ and the mixture have different gene signatures. Immunohistochemistry showed increased proliferation in the brains of T_4_-treated animals, whereas no difference was observed for the amniotic mixture. Further, we demonstrated diminished tadpoles’ motility in response to T_4_ and mixture exposure. As the individual chemicals composing the mixture are considered safe, these results highlight the importance of examining the effects of mixtures to improve risk assessment.

## 1. Introduction

In 1894, two clinical studies demonstrated that some features of mental retardation characteristic of cretinism could be improved by treating young patients with thyroid extract [1,2]. Since then, the role of TH in brain maturation has been documented in detail [3]. Most research focuses on the rapid period of brain growth, i.e., the perinatal period in mammals [3,4] Recent epidemiological and clinical studies have suggested that the early stages of neurogenesis are also TH-dependent [5,6,7]. The main idea arising from these studies is that before the development of the fetal thyroid (which is not functional before the 16th week of gestation in humans [8]), maternal TH levels are critical in determining postnatal neuro-motor development of the child. Various studies have shown that a child’s IQ is correlated with their mother’s thyroid status during early pregnancy [6,9].

Experimental studies on the role of functional thyroid signaling during early embryogenesis are more easily addressed in free-living embryos that do not require dissection from the mother. In the *Xenopus laevis* embryo, the thyroid gland is observed at NF (Nieuwkoop and Faber) 43 [10], which is at about one week of age in standard rearing conditions. Analyzing morphological and biochemical data as well as thyroid receptor alpha (*thra*) mRNA profiles led to the proposition that *Xenopus laevis* embryos start to show competence to respond to T_3_ treatment between stages NF40-44 [4,11,12,13]. Our research team previously demonstrated that exposing tadpoles to TH at stage NF 37 for 24 h induced TH-regulated gene response in brain tissue at stage NF 41 [14].

Multiple studies have documented significant contamination of human populations and wildlife by multiple anthropogenic chemicals [15,16]. About 30 anthropogenic chemicals are present in all American women, with 15 being ubiquitous, including in pregnant women [15]. Most of these chemicals are demonstrated or suspected TH disruptors [17,18], raising the question of whether current exposure to ubiquitous chemicals affects thyroid signaling and thereby early brain development. Even though certain xenobiotics have been investigated for their actions on specific endocrine axes, few studies have addressed their combined or ‘cocktail’ effects. We previously examined the consequences of a 3-day exposure to a mixture made of 15 ubiquitous molecules [19]. The results suggested a T_3_-like effect on most of the endpoints measured. However, some gene expression patterns in brain tissue revealed the opposite effects when comparing T_3_ or mixture-induced effects.

A growing body of evidence demonstrates that the entire duration of pregnancy is a sensitive window for toxicant exposure. Therefore, we investigated a more extended exposure period (8 days) to the mixture (see Table 1), as reported by Fini et al. [19], at environmentally relevant concentrations during embryogenesis, further referred to as the 1x concentrated mixture. After exposure, gene expression analysis was conducted employing RT-qPCR and RNA sequencing on the brains of *Xenopus laevis* tadpoles exposed during the embryonic period. Additionally, immunohistochemistry (IHC) was performed on brain samples to unravel possible aberrant molecular mechanisms of neurodevelopment after mixture exposure. Furthermore, the behavior of tadpoles was analyzed, as altered behavior could be a possible marker of abnormal neurodevelopment. A positive control, TH (T4, 10 nM), was included in all the experiments. No aberrant survival rates, growth effects or potential malformations were observed for the animals exposed to the 1x mixture concentration. TH-exposed animals had a slightly lower survival rate and a higher incidence of malformation compared to the control group after the exposure.

## 2. Results

Exposure to the amniotic mixture or THs alters the expression of genes essential in the TH signaling pathway and affects neuronal developmental genes.

A schematic representation of the conducted exposure study is depicted in Figure 1. Embryonic mixture and TH exposure (T_3_ 5 nM and T_4_ 10 nM) were tested to evaluate their effects on gene expression in brain tissue. First, a selection of genes was elected, to be measured with RT-qPCR, based on their involvement in the TH signaling pathway and their essential role in normal brain development.

The expressions of TH-dependent transcription factors, Kruppel-like factor (*klf9*) (Figure 2E), and TH receptor beta (*thrb*) (Figure 2J) were induced after the T_3_, T_4_, and amnio mixture exposure. The TH receptor alpha (*thra*) (Figure 2I) was only up-regulated under mixture exposure. Further, the expression of membrane transporters allowing specific TH transporters *mct8* (Figure 2G) and *oatp1c1* (Figure 2F) was investigated. Interestingly, while both *mct8* and *oatp1c1* were up-regulated in mixture-exposed brains, the expression of *mct8* was down-regulated by T_3_ and T_4_, showing an opposite expression pattern. Under both T_3_ and T_4_ exposure, the expression of deiodinase 1 (*dio1*) was down-regulated and the expression of deiodinase 3 (*dio3*) was up-regulated to maintain TH homeostasis. Under mixture exposure, deiodinase 2 (*dio2*) was induced, similar to the T_4_ exposure. Furthermore, the effects on genes that are dysregulated in human autism spectrum disorder patients were investigated (e.g., *sin3a*, *bdnf*, *mbp*, and *mecp2*). Strikingly, all neurodevelopmental genes were found to be induced after mixture exposure and found to be reduced after TH exposure (Figure 2D,H,K,L).

Taken together, a remarkable impact of the amniotic mixture on brain gene expression was observed by RT-qPCR, and promoted us to investigate possible effects on a much broader range of genes. 

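RNA was sequenced from brains of *Xenopus laevis* tadpoles at stage NF 47, after 8 days of exposure. The 3 groups were the control, the amniotic mixture at 1x and 10 nM T_4_, with 4 samples each, and every sample was a pool of 2 brains. The deposited values are the numbers of reads that the authors counted on each gene of each sample, without normalization. To make them, the authors kept 1 copy of each set of duplicated reads, trimmed the reads at both ends and kept reads of 1 length. They then mapped the reads with Bowtie2 to release 9.2 of the *X. laevis* genome, kept those that mapped to a single place in the genome, and counted them on annotated genes with HTSeq-count in union mode. *X. laevis* carries many genes as a pair of similar copies, called L and S. A read that matches both copies equally well is lost in such mapping, so the counts of near-identical copies are uncertain. The libraries were stranded, but the paper's text does not name the strand setting of the counting, which leaves genes that overlap on opposite strands uncertain as well. Between 10518396 and 11080269 reads per sample were counted on genes in the control group, with a median of 10762114. The mixture group ranged from 10420292 to 11685566 with a median of 10778197, and the T_4_ group from 10614787 to 11582420 with a median of 11185846. Neither exposed group differed from the control group in mean depth (exact two-sided permutation test, p = 0.743 for the mixture and p = 0.2 for T_4_, n = 4 samples per group). From these counts, 27141 of the 51041 listed genes passed edgeR's filter on low counts (filterByExpr). They were scaled for library size by the TMM method and tested in 1 fit of all 12 samples, which left 9 residual degrees of freedom. Genes with an adjusted p-value under 0.05 are called differentially expressed genes (DEGs) here, a threshold that the paper's text does not state. A count of 3 in a sample was taken as the floor, which is at most 0.291 CPM, the unit of counts scaled to the same TMM library size. Floors and confidence intervals cover counting error only.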

Given the multiple interesting opposite TH effects compared to the mixture effect, we performed RNA sequencing on samples of both TH (T_4_ 10 nM) and amniotic-treated animals.

A principal component analysis (PCA) was conducted for all the sequenced brain samples using their respective gene expression profiles for their representation on a two-dimensional graphic (Figure 3A). Each dot in the PCA graphic represents the gene expression profile of a brain sample (with each sample containing a pool of two brains), and the distance between two dots is proportional to the extent of similarity between the gene expression profiles. The PCA plot containing a projection on the first two principal components, which together explain 60.24% (49.70% + 10.54%) of the total variance, illustrated that the exposed samples clustered apart from the control group. 

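The counts were put through DESeq2's variance stabilizing transformation, and the PCA was run without scaling on the 38850 genes with at least 1 count. On the counts as deposited, component 1 held 39.5% of the variance, component 2 held 20.5% and component 3 held 8.38%. The share of component 1 moved most with log2 CPM in place of the variance stabilizing transformation, to 24.7%. On component 1, the T_4_ samples scored from 23.6 to 31.2, the control samples from −16.0 to −8.80 and the mixture samples from −21.6 to −12.8. As a measure of clustering, the mean distance between samples of the same group was subtracted from the mean distance between samples of different groups, on components 1 and 2. This separation was 23.8 for T_4_ against control (exact one-sided permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). For the mixture against control it was −3.20 (exact one-sided permutation test, p = 0.6). On these components, the mixture samples thus lay no farther from the control samples than samples of the same group lay from each other. Component 2 splits every group and so adds to the distances within groups. The value of −3.20 therefore cannot decide whether the mixture and control samples differ apart from that split. On component 3, the mean score was −10.4 ± 5.73 in the control group, 8.88 ± 4.62 in the mixture group and 1.48 ± 6.02 in the T_4_ group (SD, n = 4 samples). The mixture samples, from 2.55 to 13.3, did not overlap with the control samples, from −15.6 to −4.01. When component 2 was removed from the transformed counts, as the paper's methods describe, the first 2 axes held 49.7% and 10.5% of the variance, 60.2% together. The separation of the mixture from the control was then 12.1 (exact one-sided permutation test, p = 0.0286).

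**Figure D1:**
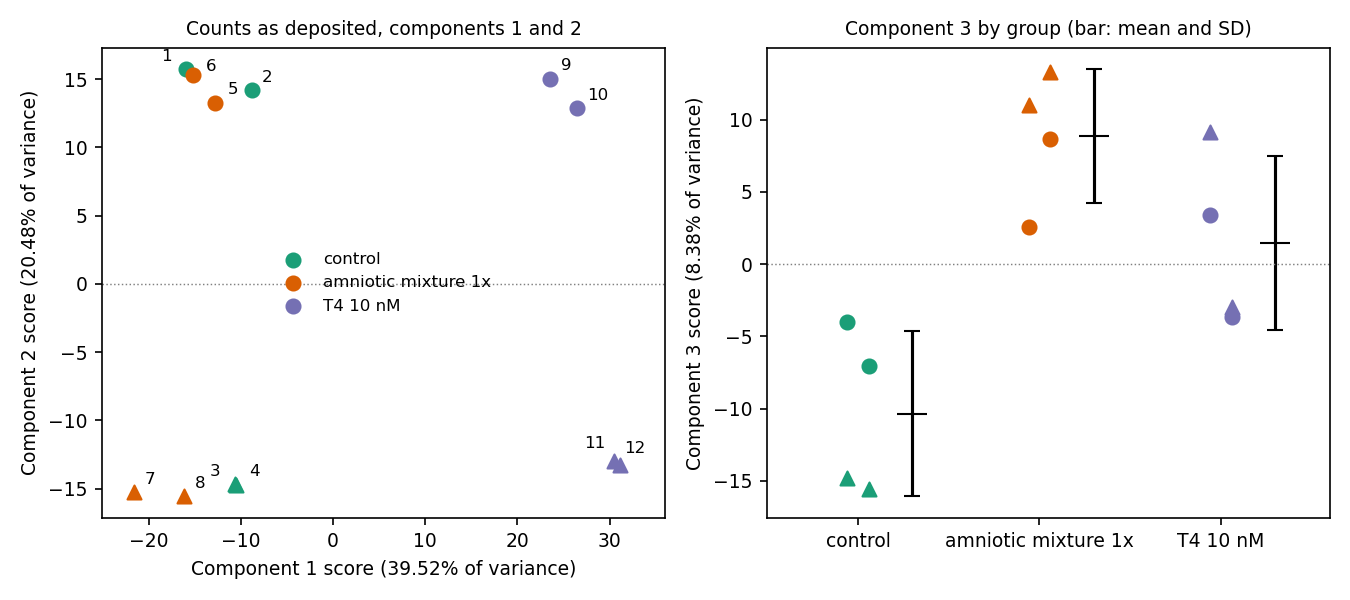
Scores of the 12 brain samples on component 1 against component 2 (left) and on component 3 by group (right), from the counts as deposited. Each point is 1 sample with its number, circles and triangles mark positive and negative scores on component 2, and the bars give the mean and SD of 4 samples. Every group is split by component 2 into 2 samples at 12.9 or above and 2 at −13.0 or below, and the control and mixture samples separate on component 3.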

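Exposure to the amniotic mixture gave 141 DEGs and exposure to T_4_ gave 6587 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The T_4_ DEGs were 24.3% of the genes tested (95% Wilson confidence interval 23.8% to 24.8%). For the mixture, 4213 genes had an unadjusted p-value under 0.05, where chance alone would give 1357. In this fit, which has no term for component 2, the number of mixture DEGs changed with every sample left out. Without control samples 1, 2, 3 and 4 in turn, it was 45, 6, 3 and 7. Without mixture samples 5, 6, 7 and 8 in turn, it was 92, 60, 2 and 3. Without T_4_ samples 9, 10, 11 and 12 in turn, it was 64, 54, 78 and 64. The T_4_ DEGs numbered from 5210 to 6491 over the same 12 fits. When only the 8 control and mixture samples were fitted, 0 of 26640 genes passed the threshold and 4076 had an unadjusted p-value under 0.05. With the score on component 2 as a covariate, the mixture gave 607 DEGs and T_4_ gave 8379, among them every DEG of the fit without it. With this covariate, the 8 control and mixture samples alone gave 217 mixture DEGs, a fit chosen after seeing the data. Leaving out 1 sample under the covariate gave from 446 to 583 in 7 fits, 265 without mixture sample 6, 89 and 91 without control samples 3 and 4, and 72 without mixture sample 7 or 8. The files list genes by number and do not pair the numbers with names, so 1 example is given for each direction. The DEG with the largest increase after the mixture, among those whose groups did not overlap, was gene48097. It had 11.3 ± 2.54 CPM in the control and 25.0 ± 4.56 CPM after the mixture (SD, n = 4 samples). Its log2 fold change was 1.15 (standard error 0.21, adjusted p = 0.0409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When 1 sample was left out, the log2 fold change of gene48097 ranged from 1.05 to 1.30 and the adjusted p-value of the same edgeR test from 0.0381 to 0.117. It was not a DEG in 8 of these 12 fits, those without control samples 2, 3 or 4, without any mixture sample or without T_4_ sample 10. The largest decrease was that of gene9490, from 11.1 ± 2.63 CPM in the control to 4.52 ± 0.590 CPM (SD, n = 4 samples). Its log2 fold change was −1.29 (standard error 0.22, adjusted p = 0.0295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean of the control group for gene9490 was raised by control sample 3, at 15.0 CPM against 9.16 to 10.1 CPM in the other control samples. Without that sample the log2 fold change was −1.11 (adjusted p = 0.0978 from edgeR's quasi-likelihood test, within a range of 0.0316 to 0.102 over the fits that left out 1 sample). With the 8 control and mixture samples alone, neither gene passed the threshold (adjusted p = 0.0720 for gene48097 and adjusted p = 0.0708 for gene9490 from edgeR's quasi-likelihood test). Over the alternatives to the processing, the adjusted p-value ranged from 7.00e-10 to 0.0720 for gene48097 and from 3.38e-06 to 0.0708 for gene9490.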

The RNA sequencing analysis revealed that 587 transcripts were significantly altered in the group exposed to the amniotic 1x mixture compared to the controls, whereas 6552 were significantly altered after exposure to T_4_. A total of 210 genes were commonly found to be affected by both TH or mixture exposure (Figure 3B). 

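In the fit of the counts as deposited, 49 genes were DEGs after both exposures. Of these, 18 were lower than the control after both and 4 were higher after both. Another 26 were lower after the mixture and higher after T_4_, and 1 was higher after the mixture and lower after T_4_. In the direct comparison of the exposures, 126 of the mixture DEGs also differed between the mixture and T_4_ with an adjusted p-value under 0.05. Of all 27141 genes tested, 9500 differed there. The mixture DEGs were selected on the same mixture samples, so the 126 are not independent evidence that the exposures differ. With the score on component 2 as a covariate, 238 genes were shared. Among those, 100 were lower after both, 33 were higher after both, 92 were lower after the mixture only and 13 were higher after the mixture only. Under this covariate, leaving out 1 sample gave from 30 to 220 shared genes, with 34 and 31 without control samples 3 and 4, 97, 31 and 30 without mixture samples 6, 7 and 8, and 153 without T_4_ sample 12. In the fit without the covariate, leaving out any sample lowered the count of 49 shared genes. It was 12, 2, 1 and 2 without control samples 1 to 4 in turn, 30, 21, 1 and 1 without mixture samples 5 to 8, and 22, 17, 26 and 19 without T_4_ samples 9 to 12.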

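Of the mixture DEGs, 130 were lower than the control and 11 were higher. The lower share was 92.2% (95% Wilson confidence interval 86.6% to 95.6%). The median log2 fold change was −0.55 among the lower genes and 0.32 among the higher genes. A change of over 2-fold was reached by 10 of the lower genes and by 1 of the higher genes. DESeq2, with its own size factors and test, called 499 genes lower and 145 higher, a lower share of 77.5%. With the score on component 2 as a covariate in edgeR, 503 were lower and 104 higher, a share of 82.9% (95% Wilson confidence interval 79.7% to 85.7%). With component 2 removed from the counts and then DESeq2, the lower share was 65.2%. Among all genes with an unadjusted p-value under 0.05 in the fit of the counts as deposited, 57.9% were lower. In the 7 fits that left out 1 sample and still gave at least 10 mixture DEGs, the lower share ranged from 84.4% to 93.3%.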

Of the differentially expressed genes (DEGs) from the mixture exposure, more than 70% appear to be down-regulated (Figure 3C). 

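After T_4_, 3998 DEGs were higher than the control and 2589 were lower. The higher genes made up 60.7% (95% Wilson confidence interval 59.5% to 61.9%). Their median log2 fold change was 0.47, against −0.41 among the lower genes. A change of over 2-fold was reached by 676 of the higher genes (16.9%) and by 296 of the lower genes (11.4%). In 3 of the higher and 7 of the lower genes, all samples of one group were at or under the floor. With these set to their bounds the medians stayed at 0.47 and −0.41. The largest changes were sought among DEGs with a mean log2 CPM above 0 whose groups did not overlap. The largest increase among these was that of gene69, from 1.67 ± 1.11 CPM in the control to 37.1 ± 9.88 CPM after T_4_ (SD, n = 4 samples). Its log2 fold change was 4.45 (standard error 0.33, adjusted p = 8.25e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 4.17 and 4.97 when any of the samples was left out. The largest decrease within the same limits was that of gene27474, which had 2.58 ± 1.00 CPM in the control (SD, n = 4 samples) and 16 to 41 counts per sample. After T_4_ it had 0 to 3 counts per sample, all at or under the floor, so its level was at least 8.86-fold lower (adjusted p = 0.000272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).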

In the case of TH exposure, many genes were significantly down- or up-regulated (Figure 3C, D).

KEGG pathway analysis indicated that the predicted targets of mixture exposure are involved in biological processes such as the MAPK signaling pathway (Table 2). This pathway is connected with the cell cycle and particularly the G1/S switch [20]. The second pathway we found to be enriched by the amniotic mixture in the embryonic brain is lysosomal activation. This pathway is considered to be a milestone in several cell death pathways, including apoptosis [21]. Another target of TH exposure was the interaction between various neuroactive ligands and receptors (Table 2).

Given the 35% overlap of DEGs between mixture-treated and TH-treated genes, we further investigated the commonality between these two exposure conditions by crossing them with a dataset containing TH-responsive genes obtained from Chatonnet et al. (2015) [22]. 

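On the counts as deposited, 34.8% of the mixture DEGs were also T_4_ DEGs (95% Wilson confidence interval 27.4% to 42.9%). Both comparisons use the same 4 control samples, so that some overlap could arise with no effect of the mixture. This was examined in 20 simulations that drew the mixture samples from the control means and the T_4_ samples from their own. Every simulation gave 0 mixture DEGs and so had 0 shared DEGs, because a shared DEG must be a mixture DEG. They thus cannot show whether the shared controls add to the overlap of DEGs. The 141 genes with the smallest p-values for the mixture were then taken in each simulation, although they were not DEGs. Of these, 43.2% were T_4_ DEGs on average (33.3% to 50.4%). These genes were ranked without any mixture effect, so that value need not hold for DEGs. Across the genes tested, which are not independent replicates, the log2 fold changes of the exposures had a Pearson's r of 0.123 and a Spearman's rho of 0.0591. The simulations without a mixture effect gave a mean r of 0.199 (0.178 to 0.230). Within the first and the second of the 2 sets of 6 samples that component 2 separates, r was 0.194 and 0.214. With different control samples for each exposure, a choice made after seeing the data, r was −0.0418 on average (−0.117 to 0.0500 over 4 choices of controls).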

Twelve genes are at the intersection of these three lists (DEGs amnios, DEGs T_4_, and TH-responsive genes) (Figure 4A), nine of which are regulated in the same direction. Interestingly, *tshb*, a gene encoding for thyrotropin, a thyroid-stimulating hormone that induces the thyroid gland to produce T_4_, is up-regulated in the amniotic mixture.

The amniotic exposure affected the MAPK signaling pathway, and given the importance of this signaling pathway in learning and memory and its implication in neurodevelopmental disorders [23,24,25,26] we crossed the DEGs of amniotic exposure with the SFARI dataset, an online database of autism genes. Eighteen genes are at the intersection with the SFARI database: half of them are also shared with the T_4_ DEGs (Figure 4B). Altered neurodevelopmental important RNAseq transcripts were confirmed by employing RT-qPCR (Figure 5).

Given the crucial role of TH in both proliferation and apoptosis and the predicted effects of the amniotic mixture on both the MAPK signaling pathway and lysosomal activation, we investigated the proliferation/cell death ratios. Following an 8-day exposure, we fixed the tadpoles and performed immunohistochemistry on cryosections on heads of exposed tadpoles, using anti-phosphorylated histone H3 (P-H3), a mitotic marker, and anti-caspase 3 as an apoptotic marker. We measured an increase in proliferating cells (PH3+ cells) after T_4_ exposure but not with the amniotic mixture. No significant difference was detected for the apoptotic marker (Figure 6). Results obtained from animals treated with T_4_ confirm the previously demonstrated increase in proliferation after TH treatment and served as a positive control [27].

### Exposure to an Amniotic Mixture Alters the Tadpole Behavior

Next, we addressed the phenotypic consequences of early exposure, since motor behavior changes can imply an alteration in the neural circuitry controlling movement [28]. For this, we used a video tracking system and recorded the total distance traveled by individual tadpoles with 30 s, alternating light and dark cycles for a total of 10 min.

The distance traveled decreased with the mixture and TH exposure in the light periods by 32% on average for the 1x-mixture-treated animals and by 38% for the TH-treated animals (Figure 7A,B).

## 3. Discussion

The dependence of amphibian metamorphosis on T_3_ [29] has led to the wide use of *X. laevis* for analyzing TH action and interference with TH signaling. Given the central role of TH in orchestrating metamorphosis, initial work on TH levels and amphibian development focused on measuring components of the TH signaling pathways from NF 54 (prometamorphosis) onwards [30]. However, more recent work has shown that eggs and embryos of fish, reptiles, birds [31,32,33], and amphibians [15,34] contain both tetraiodothyronine, T_4_, and the more biologically active form of the hormone, triiodothyronine, T_3_. We questioned the impact of external exposure to TH, from fertilized eggs up until the developing larvae (NF1-NF47). In the series of experiments that we did not present in this manuscript, we discovered that survival was affected by all TH antagonists tested, i.e., NH3 (10^−7^ M), iopanoic acid (IOP 10^−6^ M), and methimazole (MMI, 10^−4^ M), either during the 8-day treatment or the 4 days after it. All animals treated with NH3 died, and only 5% of the animals exposed to MMI could reach metamorphosis. Interestingly, the T_3_ 5 nM treatment also induced mortality just a few days after the end of the treatment.

We questioned whether “less-toxic” treatments such as T_4_ 10 nM (a concentration equivalent to those found during metamorphosis) or an amniotic mixture replicated from a mixture of 15 ubiquitous compounds at concentrations measured in human amniotic fluid [16], would modify brain gene expression in tadpoles exposed to fertilization through embryogenesis. Through examining effects on well-characterized direct T_3_ target genes, notably *klf9* and *TRβ*, we show that T_4_ and the amniotic mix exhibited similar effects, suggesting a pro-thyroid effect. In our previous study using the same mixture [1], during a shorter exposure time (3 days) at 1-week post fertilization (NF 45–NF 47), we observed increased GFP signaling using the Xenopus Eleutheroembryonic Thyroid Assay (XETA). Results included a loss of mobility and increased proliferation in neurogenic zones, also suggesting a T3-like effect, at least in some cells. However, in this manuscript, we used a non-biased approach for candidate gene research using RNA sequencing after embryonic exposure (NF 1–NF 47).

The KEGG pathway analysis identified up-regulated or down-regulated DEGs in numerous pathways following T_4_ treatment, including a gene set of neuroactive ligand–receptor interactions (Table 2). This list contains a series of altered genes affecting a myriad of downstream target genes and physiological functions, through direct pathways or via cross-talk between these genes coding for various neuropeptides, hormones, and neurotransmitters [35]. While predicted KEGG pathways affected by the amniotic mixture suggested possible effects on apoptosis and proliferation, immunohistochemistry only revealed an increase in proliferative cells in the region analyzed (the midbrain) in the group exposed to T_4_. However, this does not exclude the possibility of effects on proliferation and/or apoptosis in more specific regions of the brain.

Interestingly we found that the *thsb* gene, encoding the pituitary hormone thyrotropin, was significantly deregulated, in opposite ways by treatment of T_4_ or the amniotic mixture. Circulating TSH activates the synthesis of THs in the thyroid and represses TRH (thyrotropin-releasing hormone) at the hypothalamus level (CRH (corticotropin-releasing hormone) in amphibians, [36]). This circulating hormone activates the synthesis of TH in the thyroid gland and is measured at birth in humans for blood spot tests to analyze both TSH levels and different aspects of TH regulation. Higher TSH levels are indicative of problems in the thyroid axis, including the fact that a normal postnatal peak of TH has not occurred [37]. Here, we observe a very strong reduction in the expression of *tshb* after treatment of T_4_ at 10 nM, suggesting a centrally compensated hyperthyroid state. In zebrafish, Tonyushkina et al. [38] observed that *tshb* transcription was effective 96 h post fertilization. They also showed that *tshb* and *dio2* were co-expressed in thyrotrope cells and that their numbers were reduced after T_4_ treatment. Here, we observe that T_4_ treatment reduced expression of *tshb*, increased *dio3* expression, and decreased *mct8* expression, suggesting a feedback mechanism in response to an excess of TH in the brain. These findings demonstrate that even when the thyroid gland is not yet synthetizing TH, brain cells are able to cope with an excess of T_4_.

Strikingly, the treatment with the amniotic mixture leads to an opposite response, with overexpression of the *tshb* gene, increased expressed of TH transporters *oatp1c1* and *mct8*, and increased *dio2* expression, suggesting a hypothyroid state being compensated for centrally. The increase in *dio2* expression observed after T_4_ treatment in RNA sequencing and not in qPCR is not well understood. *Dio2* converts T_4_ into T_3_ and therefore contributes to the TH excess, and it cannot be ruled out that *dio2* overexpression could also convert T_3_ into T_2_, documented as less active than T_3_ [39].

Two things stand out from this result: firstly, the mixture has an anti-thyroid effect as well as some T_3_-like effects, even though some parameters point in the same direction (notably behavior), and secondly, tadpoles can be affected by a suggested hypothyroidism at the stage when the thyroid gland is formed but only just beginning to synthesize TH. These results highlight that peripheral mechanisms of deiodination are crucial during early development. Activating and inactivating deiodinases are intimately involved in determining T_3_ availability in specific tissues and cell types, and inter-ring deiodination (IRD) and outer-ring deiodination (ORD) are also present at these early embryonic stages mostly in the head region [40,41].

Our findings illustrate the concept that too little or too much TH during critical phases of development can cause adverse effects. Notably, results from human epidemiology show that low or high maternal TH, or low iodine during early pregnancy, is associated with a loss of IQ and impacts cortical thickness [9]. It is even more striking that Korevaars’ results showed that the variations in maternal TH were within normal levels.

To conclude, we have shown that early exposure to a mixture of EDCs commonly found in the human amniotic fluid may induce adverse effects as a T_4_ treatment. This latter condition is equivalent to maternal hyperthyroidism in humans. It is remarkable that both treatments disrupt *tshb*, brain gene expression, and result in altered behavior. Specifically, even though exposure to T_4_ or the amniotic mixture may result in opposite thyroid status, effects appear identical. From a molecular point of view, the majority of the common DEGs are regulated in the same direction, and from a macroscopic point of view, a loss of mobility is measured in both cases. These findings highlight the need for specific endpoint markers of TH disruption. 

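Of the 49 genes that were DEGs after both exposures, 22 changed in the same direction, which is 44.9% (95% Wilson confidence interval 31.9% to 58.7%). The interval includes 50%. The share passed 50% when the score on component 2 was a covariate, at 55.9% (95% Wilson confidence interval 49.5% to 62.0%). Under that covariate it ranged from 41.4%, without mixture sample 5, to 72.0%, without control sample 2, when 1 sample was left out. Over the 8 alternatives to the processing that left shared DEGs, it ranged from 45.5% to 56.2%. The shared controls may also act on this share. Simulations with no mixture effect gave 0 mixture DEGs and so had 0 shared DEGs in which to measure it. Among their genes with the smallest mixture p-values, the T_4_ DEGs had the same direction in 78.7% on average (68.5% to 90.9%). That value covers genes ranked by p-value and not shared DEGs. From the direction of the common DEGs, together with the loss of mobility after both exposures, the paper reasons that T_4_ and the amniotic mixture appear to have identical effects even though they may result in opposite thyroid status, and it calls for specific endpoint markers of TH disruption.

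**Figure D2:**
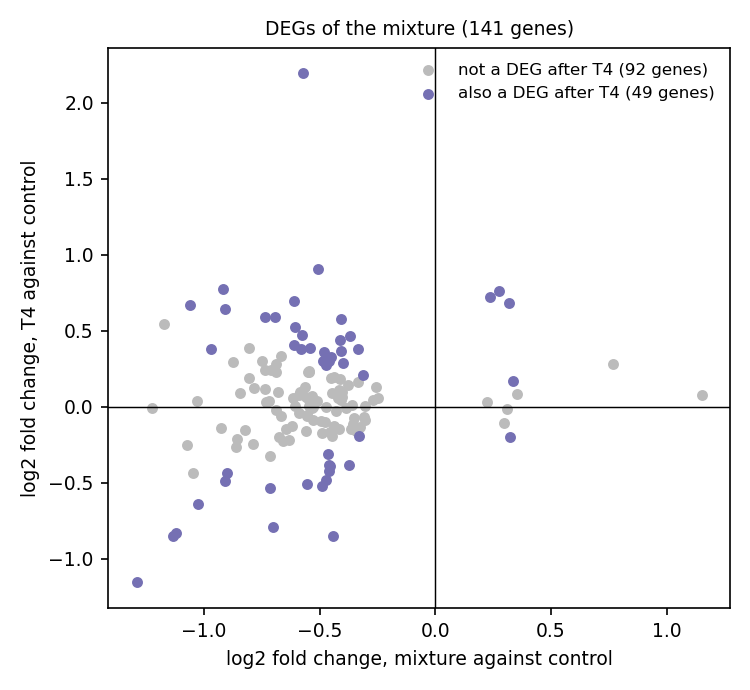
Log2 fold change against control after T_4_ plotted against that after the amniotic mixture, for the 141 mixture DEGs of the fit of all samples. Each point is a gene, coloured by whether it was also a T_4_ DEG (49 genes) or not (92 genes). Most genes lie left of 0 on the mixture axis and on both sides of 0 on the T_4_ axis.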

The obtained results call urgent attention to the necessity of enhanced protection of humans and the environment from EDCs, particularly those that affect the thyroid axis.

## 4. Material and Methods

### 4.1. Chemical Exposure

The 10,000× exposure solution was prepared according to Fini et al. [19]. The 1x exposure solution was prepared by adding 1 µL of 10,000× concentrated mixture to 10 mL of Evian water. In all experiments, stage NF1 *Xenopus laevis* eggs (dejellied by cysteine) were placed into 6-well plates (15 tadpoles per well). An amount of 8 mL of previously prepared 1× exposure solution was added into the corresponding well after the removal of any excess liquid. The final concentration of DMSO was 0.01% in all groups, including the control. Multi-well plates were kept in the dark incubator at 23 °C for eight days to prevent chemical degradation related with light exposure. The renewal was daily, exposure solutions being prepared extemporaneously for eight days. For each endpoint, different amounts of technical replicates were conducted, which are noted under the corresponding paragraph.

### 4.2. RNA Extraction

At the end of the chemical exposure described above, tadpoles were anesthetized in 0.01% MS-222, and their brains were dissected under sterile conditions. Two brains were placed in 1.5 mL tubes containing 100 µL of lysis solution from an RNAqueous –micro kit (Thermofisher, Waltham, MA, USA) and flash-frozen in liquid nitrogen followed by storage at −80 °C. In total, five tubes containing two brains each per exposure group and per replicate were collected. RNA extraction was performed using the RNAqueous–micro kit following the manufacturer’s instructions. RNA concentrations were measured by a NanoDrop spectrophotometer (ThermoScientific, Rockford, IL, USA) and RNA quality was verified by BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Only samples with an RIN > 7 were selected for further study. cDNA was synthesized using Reverse Transcription Master Mix (Fluidigm Corporation, San Francisco, CA, USA).

### 4.3. RT-qPCR

cDNA was diluted 1/20 in nuclease-free water. A quantitative PCR reaction was performed in 384 well-plates, with a standard reaction containing 1 μL of cDNA and 5 μL of the mix (3 µL of Power SYBR master mix, 1.7 µL of nuclease-free water, 0.15 µL of reverse primer (10 pM) and 0.15 µL of forward primer (10 pM) per well). The measurement was carried out by the QuantStudio 6 Flex (Life technologies, Carlsbad, CA, USA) device. The 2^−ΔΔCt^ method was used to calculate the relative concentrations of cDNA for the analysis of relative changes in gene expression (see [42] for a detailed description). The geometric mean of endogenous controls *ralb* and *ube2m* was used for normalization.

Data are represented as fold change (2^−ΔΔCt^) using a log (base2) scale plotted as a traditional box, and whisker plot by Tukey where the bottom and top of the box represent the 25th lower and 75th percentile, and the median is the horizontal bar in the box. Statistical analyses were performed on delta Cts using non-parametric Mann–Whitney in case of non-normal distributed data. In the case of a normal distribution, a Student t-test was conducted. Significance was determined at *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***). Results are a pool of 6 independent replicates with 5 samples by group by replicate. Each sample consists of a pool of brains originating from two distinct tadpoles.

### 4.4. RNA-Sequencing

Two sets of experiments were realized at two different time points. The transcriptome libraries were prepared from total RNA using Illumina TruSeq Stranded mRNA Sample Preparation kits (Illumina Inc., San Diego, CA, USA). The libraries were sequenced on the Illumina NextSeq device using the 75bp single-end sequencing strategy with the TruSeq kit (Illumina Inc., San Diego, CA, USA).

Raw reads were first cleaned by removing PCR bias conserving one copy per cluster of duplicated reads (python script). Then, reads were trimmed for the first 11 and last 1 nucleotides (fastx-trimmer from fastx-toolkit version 0.0.13.2) to remove adapter remnants. Reads 64bp long were specifically selected (cutadapt version 1.15). The global quality of the reads was checked using the FastQC (version 0.11.2). Bowtie2 (v2.2.4) was used to map the clean reads against the *Xenopus laevis* genome (release 9.2) downloaded from XenBase (https://ftp.xenbase.org/pub/Genomics/JGI/Xenla9.2/, accessed on 18 April 2019) only conserving uniquely mapped reads. Reads counted on gene annotations was accomplished by HTSeq-count (v0.9.1) in union mode against the annotation of *Xenopus laevis* genome downloaded from XenBase (https://ftp.xenbase.org/pub/Genomics/JGI/Xenla9.2/XENLA_9.2_Xenbase.gff3, accessed on 18 April 2019).

Raw read counts were normalized by the variance stabilization transformation of DESeq (R package—version 1.16.1) and used to check the global behavior of the libraries by a principal components analysis (R package FactoMineR—version 1.39). This revealed a batch effect between samples on component 2 of the PCA. 

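On the counts as deposited, component 2 divided the 12 samples into 2 sets of 6, with 2 samples of each group in each. The first set (control samples 1 and 2, mixture samples 5 and 6, T_4_ samples 9 and 10) scored from 12.9 to 15.7. The second set (control samples 3 and 4, mixture samples 7 and 8, T_4_ samples 11 and 12) scored from −15.6 to −13.0. No sample scored between the sets. When the genes were split at random into 2 equal parts, each part placed 12 of the 12 samples on the same side. With the set as a factor beside the exposure, 3625 genes (13.4% of those tested) differed between the sets (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As the sets were defined on the same counts, this number describes them and does not test them. Of these genes, 1742 were higher and 1883 were lower in the second set, with a median absolute log2 difference of 0.45. The difference was over 2-fold in 841 genes and over 4-fold in 278. The labels do not say in which breeding or at which time point each sample was taken.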

We chose to remove the complete impact of component 2 by recalculating a denoised table of raw read counts (R scripts). This consists in calculating the variance stabilizing matrix from the raw read counts table, performing the principal components analysis with the package prcomp, initializing the variable loading of interest (component 2) at zero, and reconstructing the denoised raw read counts matrix. 

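The removal of component 2 was repeated from the paper's description, with the variance stabilizing transformation inverted afterwards and the values rounded to whole counts. DESeq2 on these counts gave 1692 mixture DEGs, of which 1103 were lower and 589 were higher than the control, and 8856 T_4_ DEGs (adjusted p-value under 0.05, Wald test of DESeq2 with Benjamini-Hochberg adjustment). The paper names DESeq for its test, not the version 1.42.0 of DESeq2 used here, and its text states no threshold. The 1692 genes are thus not a repeat of the paper's test. On the counts as deposited, DESeq2 gave 644 and 6899. Removing a component takes its variation out of the residuals without counting it as a fitted term. The share of false DEGs was measured in 5 simulations in which 200 of 27141 genes differed between mixture and control. DESeq2 after the removal recovered 86.1% of the changed genes, and 21.7% of its DEGs were unchanged genes (19.8% to 23.2%). DESeq2 without the removal recovered 77.5% with 6.02% unchanged genes. On 26880 to 26894 genes that passed its filter, edgeR recovered 65.5% with 1.19% unchanged genes, and edgeR with the score on component 2 as a covariate recovered 80.4% with 8.20%. After the removal, DESeq2 called 47.8 unchanged genes on average (42 to 55). All these shares depend on the number of changed genes, set at 200, and on their size and abundance. They therefore do not give the share of false DEGs among the 1692 DEGs of the real counts or among the paper's DEGs.

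**Figure D3:**
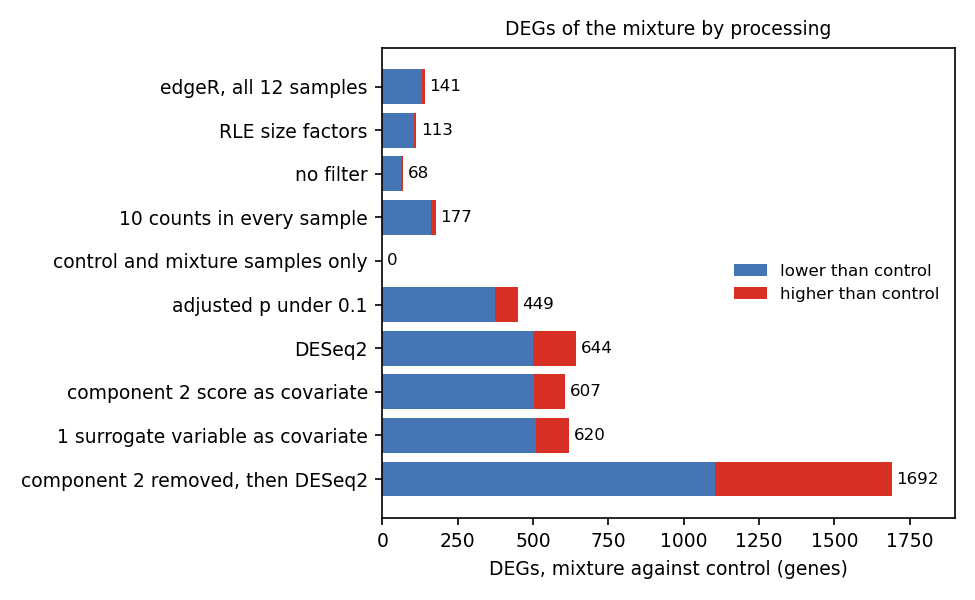
Number of mixture DEGs against control under 10 ways of processing the counts. Bars are stacked by direction (blue, lower than control; red, higher than control), the number beside each bar is the total, and the x axis starts at 0. The totals run from 0 genes for the fit of the control and mixture samples only, where 4076 genes had an unadjusted p-value under 0.05, to 1692 genes with component 2 removed before DESeq2.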

Then, this new denoised table was used by DESeq for the differential expression analysis. Four different samples were employed coming from two technical replicates (two different breedings). Each sample contains a pool of brains originating from two distinct tadpoles.

### 4.5. DAVID

Differentially expressed genes were submitted to DAVID database (https://david.ncifcrf.gov/, accessed on 19 January 2023) for systematically extracting biological meaning for them by retrieving pathway maps from the Kyoto Encyclopedia of Genes and Genomes (KEGG).

### 4.6. Mobility

After the eight days of chemical exposure from NF 1 to NF 47, tadpoles were rinsed, placed separately into a 12-well plate containing 4 mL of Evian water in each well, and left to accommodate for 15 min. The behavior of the tadpoles was recorded by DanioVision (11.5, Noldus, Wageningen, The Netherlands)) behavior analysis system during a 10 min trial composed of ten 30 s light-on/30 s light-off intervals. During the light-on phase, maximal light stimulus (5 K Lux) was set. The total distance traveled by each tadpole was calculated by EthoVision software XT (11.5). The mean distance traveled by the control group in the 0–10 s period of the first light-on interval was used to normalize all data. Statistics were conducted using multiple t-tests with FDR approach: FDR (Q) = 5%, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. For each exposure, 3 technical replicates were conducted. These replicates were pooled and each replicate contained between 37 and 48 tadpoles per condition. The total amount of tadpoles used can be found within the figure legend.

### 4.7. Immunohistochemistry

Tadpoles were euthanized in MS-222 1 g/L for 15 min. Whole tadpoles were fixed in 4% paraformaldehyde overnight at 4 °C under agitation and transferred for storage in PFA 0.4%. The night before embedding in an optimal cutting temperature compound, samples were cryoprotected in sucrose 15% (in PBS) at 4 °C. Coronal cryosections (12 μm thickness) of whole tadpoles spanned the region containing lateral ventricles to the mid-hindbrain region. For immunohistochemical investigation of sections on slides, the following antibodies were used: (1) primary antibodies anti-Ser10 phosphorylated on Histone H3 mouse (05–806 Millipore) at 1/300 dilution and anti-caspase3 rabbit (Ab 3022–Abcam) at 1/200 dilution; (2) secondary antibodies Alexa Fluor 488 anti-mouse (A11029 Invitrogen) and Alexa Fluor 594 (A11012 Invitrogen) at 1/500 dilution. Image analysis was conducted in the midbrain (delimited by the end of lateral ventricles and the end of the optic tectum). All positive nuclei were manually counted from 2 independent experiments with n = 2 tadpoles per experiment, and statistical analyses were performed using the non-parametric Mann–Whitney test compared to the control group. Three technical replicates (3 individual breedings) were used wherefrom two tadpoles per breeding were analyzed.

## Figures and Tables

**Figure 1:**
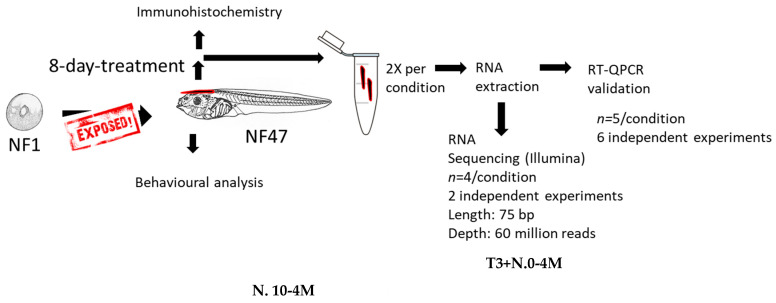
Schematic representation of the conducted exposure study. Fifteen *X. laevis* tadpoles per group were exposed for 8 days starting just after fertilization (NF 1) to stage NF 47 before gene expression analysis, mobility assays, and brain immunohistochemistry.

**Figure 2:**
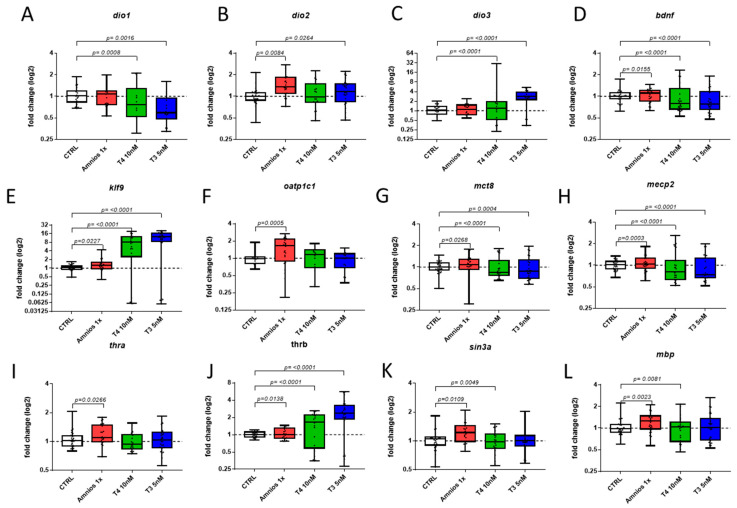
Gene expression after embryonic exposure to the amniotic mixture and THs. Embryos (NF 1–NF 47) were exposed to DMSO (CTRL), amniotic mixture at 1x concentration (Amnios 1X), T_4_ (10 nanomolar), and T_3_ (5 nanomolar). After brain dissection at stage NF 47, RNA extraction and RT-qPCR were conducted on genes involved in the TH signaling pathway, (**A**) *dio1*, (**B**) *dio2*, (**C**) *dio3*, (**E**) *klf9*, (**F**) *oatp1c1*, (**G**) *mct8*, (**I**) *thra*, (**J**) *thrb*, and brain development, (**D**) *bdnf*, (**H**) *mecp2*, (**K**) *sin3a*, and (**L**) *mbp*. Results are normalized to the geometric mean of the expression levels of the genes *ube2m* and *ralb*. Results are a pool of 6 independent replicates with *n* = 5 by group by replicate. The line in each box represents the median.

**Figure 3:**
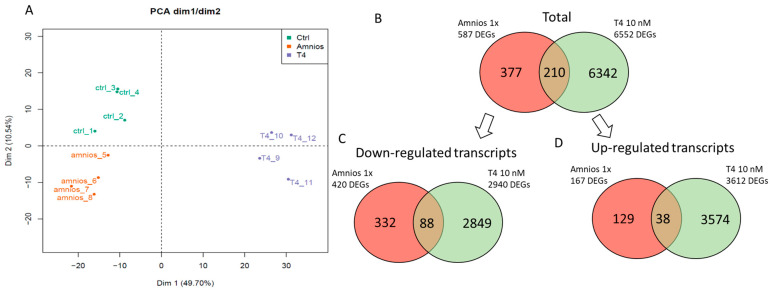
Principal component analysis plot of gene expression profiles from brain samples of exposed Xenopus tadpoles and Venn diagram from differentially expressed transcripts. (**A**) The profiles from the amniotic mixture (amnios (*n* = 4)) cluster separately to clusters representative of T4 (T4 10 nM (*n* = 4)) or control exposures (control (*n* = 4)). (**B**) Venn diagram showing the differentially expressed genes in each group compared to the control. (**C**) Venn diagrams showing either down- or (**D**) up-regulated genes compared to the controls.

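The amniotic mixture and T_4_ were also compared with each other, on the counts as deposited, and 9500 genes differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 4105 were higher and 5395 were lower after the mixture than after T_4_. A difference of over 2-fold was found in 384 of the higher and 851 of the lower genes. Between 7818 and 9510 genes differed in the 12 fits that each left out 1 sample.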

**Figure 4:**
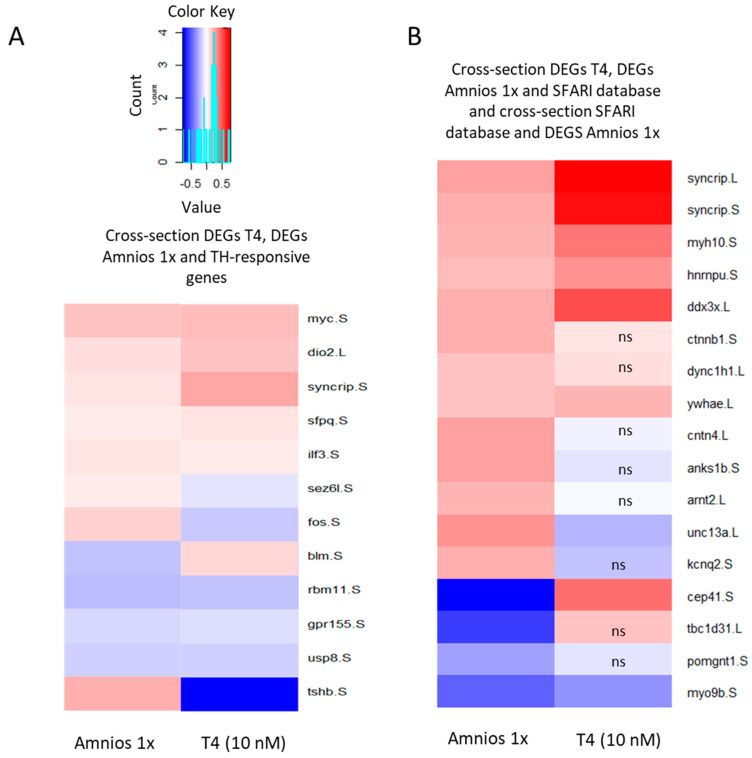
Changes in expression levels of genes specifically affected by amniotic mixture or T_4_ treatment. Heatmap depicts the average change in the expression level of genes affected by either amniotic mixture (Amnios 1X) or T_4_ (10 nM). Gene names are shown at the right of the heatmap. The color bar represents log2 differences from the control for each treatment. (**A**) DEGs that are in common between T_4_ and amniotic treatment as well as TH-responsive genes [22]. (**B**) DEGs that are common between either amniotic mixture and SFARI gene list and DEGs in common between Amnios 1X, T_4_ (10 nM), and SFARI gene list. The letters ns stand for non-significant; these genes do not belong to the DEG list.

**Figure 5:**
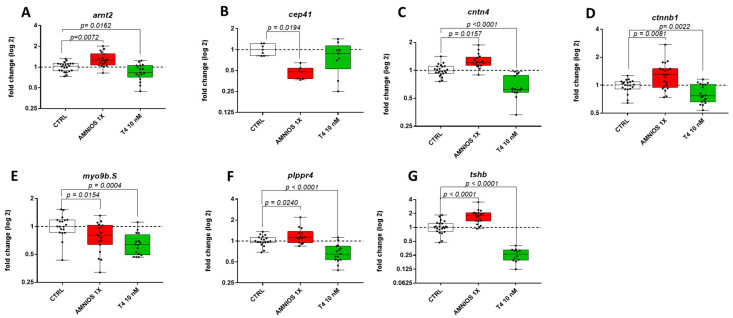
Gene expression after embryonic exposure to the amniotic mixture and THs. Embryos (NF 1–NF 47) were exposed to DMSO (CTRL), amniotic mixture at 1x concentration (Amnios 1X), and T_4_ (10 nanomolar). After brain dissection at stage NF 47, RNA extraction and RT-qPCR were conducted on genes involved in TH signaling or autism-related genes, (**A**) arnt2, (**B**) cep41, (**C**) cntn4, (**D**) ctnnb1, (**E**) myo9b, (**F**) plppr4, (**G**) tshb. 2.1. Exposure to TH but Not Amniotic Mixture Induces Both Apoptosis and Proliferation.

**Figure 6:**
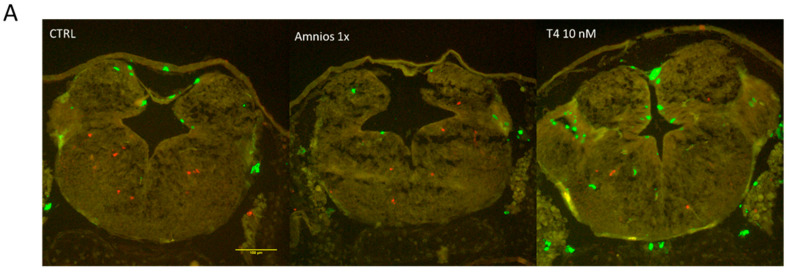

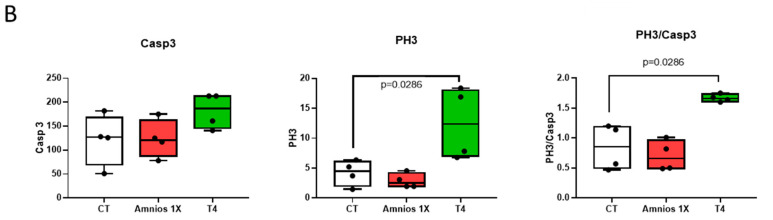
Effect of Amnios 1X and T_4_ on proliferation and apoptosis in tadpole brains. For each treatment group, 2 tadpoles from 3 different females were analyzed. (**A**) Example cross-sectional images of brains following immunochemistry: apoptosis marker in red (caspase3), proliferation marker in green (PH3). Scale bar, 100 µm. (**B**) Average number of positive cell nuclei per section for caspase3 and PH3, and the ratio of proliferative/apoptotic cells.

**Figure 7:**
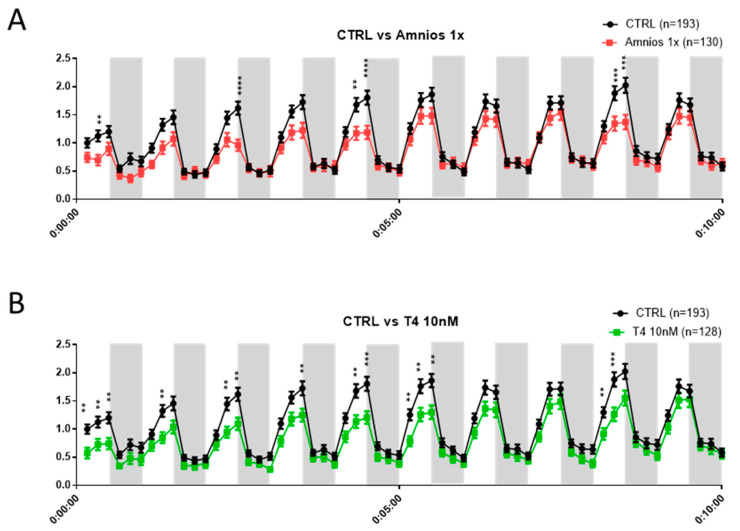
Behavioral study of tadpoles exposed to amniotic mixture and T_4_ (10 nM). The normalized distance was measured during 10 min trials with 30 s light/30 s dark alternation using Video tracking Noldus Ethovision system. NF 47 tadpoles, directly after 8-day exposure to either (**A**) the amniotic mixture or (**B**) T_4_ (10 nM), were used to investigate traveled distance. Graph: mean +/− SEM, multiple t-tests with FDR approach, FDR (Q) = 5%, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. For each exposure, 3 technical replicates were conducted. These replicates were pooled, and each replicate contains between 37 and 48 tadpoles per condition. The total amount of tadpoles used can be found within the figure legend.

**Table 1:** Composition of chemical mixture.

n°	Family	Molecule	Concentration 1X (Actual Concentration Found in Amniotic Fluid)
1	Phenol	Bisphenol A	0.2 × 10^−8^ M
2	Phenol	Triclosan	0.7 × 10^−7^ M
3	Phenol	Benzophenone-3	0.86 × 10^−7^ M
4	Phthalate	Dibutyl phthalate	0.24 × 10^−6^ M
5	Phthalate	Di-2-ethylhexyl phthalate	0.1 × 10^−6^ M
6	Organochlorine pesticide	Hexachlorobenzene	0.8 × 10^−11^ M
7	Organochlorine pesticide	Dichlorodiphenyldichloroethylene	0.66 × 10^−9^ M
8	Perfluorinated compound	Perfluorooctanoic acid	0.43 × 10^−8^ M
9	Perfluorinated compound	Perfluorooctanesulfonic acid	0.8 × 10^−8^ M
10	Poly aromatic hydroxylated compound	2-napthol	0.5 × 10^−8^ M
11	Polychlorinated compound	Sodium perchlorate monohydrate	0.3 × 10^−8^ M
12	Polybrominated compound	Decabromodiphenyl ether	0.63 × 10^−9^ M
13	Polychlorinated compound	PCB-153	0.2 × 10^−8^ M
14	Heavy metal	Methyl mercury(III) chloride	0.5 × 10^−7^ M
15	Heavy metal	Lead (II) chloride	0.21 × 10^−8^ M

**Table 2:** KEGG pathway analysis of target genes after mixture and TH exposure. Target genes up-regulated or down-regulated that were annotated for neuroactive ligand–receptor interaction under T_4_ (10 nM) exposure, and the MAPK signaling pathway and lysosome activity under mixture exposure (Amnios 1X).

Exposure	Gene		Pathway
**Mixture 1x**	cacnb1.S (calcium channel, voltage-dependent, beta 1 subunit S) nfkb2.S (nuclear factor of kappa light polypeptide gene enhancer in B-cells 2 (p49/p100) S) myd88.S (myeloid differentiation primary response 88 S) irak4.L (interleukin 1 receptor associated kinase 4 L) fos.S (FBJ murine osteosarcoma viral oncogene S) myc.S (v-myc avian myelocytomatosis viral oncogene S) hspa8.L (heat shock protein family A (Hsp70) member 8)		MAPK signaling pathway
**Mixture 1x**	ctns.L (cystinosin, lysosomal cystine transporter glb1l.L (galactosidase beta 1 like L) naga.L (N-acetylgalactosaminidase, alpha- L) mfsd8.L (major facilitator superfamily domain containing 8 L) galc.L (galactosylceramidase L) arsa.1.S (arylsulfatase A, gene 1 S) ap3s2.S (adaptor related protein complex 3 sigma 2 subunit S) gm2a.L (GM2 ganglioside activator L)		Lysosome
**T4 (10 nM)**	gria1.L/S (glutamate receptor, ionotropic, AMPA 1 L/S) kiss1.S (kisspeptin S) tshb.L.S (thyroid stimulating hormone, beta L/S) gabrd.L (gamma-aminobutyric acid (GABA) A receptor, delta L) gnrh2.L (gonadotropin releasing hormone 2 L) htr2C.L (5-hydroxytryptamine (serotonin) receptor 2C, G protein-coupled L) glrb.L/S (glycine receptor beta L/S) gabbr1.S (gamma-aminobutyric acid (GABA) B receptor, 1 S) pth2R.L (parathyroid hormone 2 receptor L) pyy.S (peptide YY S) pth2R.L (nociceptin receptor-like S) sstr5.S (somatostatin receptor 5 S) nmur1.L (neuromedin U receptor 1 L) grpr.L (gastrin releasing peptide receptor L) p2rx5.L (purinergic receptor P2X, ligand gated ion channel, 5 L) gpr83.2.L (G protein-coupled receptor 83 L) s1pr5. L (sphingosine-1-phosphate receptor 5 L) avpr1a.L (arginine vasopressin receptor 1A L) nts.L (neurotensin L) drd1.S (dopamine receptor D1 S) chrna7.S (cholinergic receptor, nicotinic alpha 7 S) galr3.L/S (galanin receptor 3 L/S) adm.S (adrenomedullin S) thrb.L (thyroid hormone receptor, beta L)	vip.S (vasoactive intestinal peptide S) htr5.L (5-hydroxytryptamine (serotonin) receptor 5A, G protein-coupled L) mc5r.L (melanocortin 5 receptor L) tacr3.L (tachykinin receptor 3 L) calcr.S (calcitonin receptor S) lpar1.L (lysophosphatidic acid receptor 1 L) drd2.L/S (dopamine receptor D2 L/S) grik2 (glutamate receptor, ionotropic, kainate 2) crhr2.S (corticotropin releasing hormone receptor 2 L/S) cga.L/S (glycoprotein hormones, alpha polypeptide S) ednrb2.S (endothelin receptor B subtype 2 S) lpar1.S (lysophosphatidic acid receptor 1 S) trh.L (thyrotropin-releasing hormone L) adcyap1.L (adenylate cyclase activating polypeptide 1 (pituitary) L) ghr.L (growth hormone receptor L) aplnr.L (apelin receptor L) pdyn.L/S (prodynorphin L) s1pr1.L (sphingosine-1-phosphate receptor 1 L) penk.L (proenkephalin L) prl.1.S (prolactin, gene 1) tac1.L/S (tachykinin precursor 1 L/S)	Neuroactive ligand-receptor interaction

## Data Availability

All fastq files are available on the GEO database GSE223829.

How the deposited data were processed for this re-analysis (not part of the article)

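RNA sequencing of *Xenopus laevis* tadpole brains was analysed in 12 samples, with 4 samples in each of the 3 groups (control, amniotic mixture at 1x, T_4_ at 10 nM). The values the authors deposited are counts, the whole numbers of reads they assigned to each gene in each sample without normalization. They were made from reads with duplicates removed, trimmed at both ends, selected for length, mapped with Bowtie2 to release 9.2 of the genome with only uniquely mapped reads kept, and counted with HTSeq-count in union mode. The names under which the control tables were deposited list the trimming of the 5′ end a second time, and those of the exposed samples list it once. The authors removed component 2 of the PCA only after counting, so the deposited counts still hold it. Each table lists 51041 genes and 5 totals that name no gene. These totals (reads outside genes, reads on overlapping genes and reads not aligned among them) held between 38.3% and 42.2% of all reads and were left out of library sizes and tests. Reads outside genes were between 13.9% and 16.2% and reads not aligned between 20.3% and 24.9%. The 10 genes with the most counts held between 1.37% and 1.66% of the counts of a sample. No 2 samples of the same group were copies of each other (chi-square per degree of freedom between 3.14 and 7.30 over 18 pairs).

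Between 10420292 and 11685566 reads per sample were counted on genes. A gene at the floor of 3 counts had at most 0.291 CPM, so that smaller levels were not detectable at this depth. Shares are given with 95% Wilson confidence intervals.

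From the counts, DEGs were called with edgeR (version 4.0.16, in R version 4.3.3) by the quasi-likelihood test with TMM normalization, filterByExpr with its minimum count of 10, and a Benjamini-Hochberg adjusted p-value under 0.05. All 12 samples were in 1 fit with the 3 groups and no covariate, and the comparisons were mixture against control, T_4_ against control and mixture against T_4_. The PCA used the variance stabilizing transformation of DESeq2 (version 1.42.0) on the 38850 genes with at least 1 count, centred and not scaled. Groups were compared on components 1 and 2 by exact permutation tests of their distances. CPM values are TMM-scaled, and means are given with SD. The alternatives to this processing were DESeq2's test with its size factors, RLE size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every sample, a fit of only the 2 groups compared, and an adjusted p-value under 0.1. Component 2 was also removed before DESeq2, entered as a covariate in edgeR, or replaced by 1 surrogate variable (sva version 3.50.0). For the PCA they were the genes of filterByExpr, the 500 most variable genes, scaling of each gene, log2 CPM with a prior count of 2, and the removal of component 2. Each sample was left out in turn. Fits with the set of samples as a factor, within each set, with different control samples for each exposure, and with offsets added to the mixture samples or other scalings were added after the data had been seen.

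The edgeR fit, with and without the component 2 covariate, DESeq2, and the removal of component 2 before DESeq2 were tested on simulated data first, with 200 changed genes among the real genes, means, spreads and library sizes. In 5 simulations on 26880 to 26894 genes, edgeR recovered 65.5% of the changed genes and 79.6% of those changed 2-fold. The changed genes were drawn above a limit on abundance, so the recovery of genes of low abundance was not measured. None had a change as small as the median log2 fold change of the mixture DEGs, −0.55 among the lower and 0.32 among the higher. The recovery of such smaller changes was not measured either. The comparisons that share the control samples were set beside 20 simulations with the mixture group unchanged. Figures were drawn with matplotlib (version 3.10.9, in Python version 3.11.15).

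The genes given as examples followed a rule: the largest increase and the largest decrease in log2 fold change for each exposure, among DEGs with a mean log2 CPM above 0 and no overlap between the exposed and the control samples. The genes named in the paper belonged to the rule too, but the files list genes by number, and 0 of these numbers could be matched to a name with the tables at hand. For that reason the named genes, the gene lists of Fig. 4 and Table 2, set tests on gene lists (0 run) and the sum of L and S copies were not analysed here. RT-qPCR, immunohistochemistry and behaviour were not analysed here either.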

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

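The search for outlying values was fixed in advance, and no test of a cause was added after the result was seen. It covered 45 groups of 4 samples, of which chance alone would single out 2.25, and it singled out 1. The level of gene9490 in control sample 3 was 15.0 CPM, far from the other control samples at 9.16 to 10.1 CPM. The gene is the mixture DEG with the largest decrease, at a log2 fold change of −1.29 (adjusted p = 0.0295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control sample 3 the log2 fold change was −1.11 and the gene no longer passed the threshold (adjusted p = 0.0978 from the same edgeR test). Over the 12 fits that each left out 1 sample, the log2 fold change ranged from −1.37 to −1.11 and the adjusted p-value from 0.0316 to 0.102, so the direction held in all 12. The gene was not a DEG without any 1 of control samples 1, 2, 3 and 4 (adjusted p = 0.0527, 0.0629, 0.0978 and 0.0690 from edgeR's quasi-likelihood test) or of mixture samples 6, 7 and 8 (adjusted p = 0.0651, 0.102 and 0.0948 from the same test), and it was a DEG in the other 5 fits. After T_4_, gene9490 was also lower, with a log2 fold change of −1.16 (adjusted p = 0.00183 from edgeR's quasi-likelihood test). A difference in depth is scaled out of CPM, and control sample 3 had 10518396 counts on genes, more than mixture sample 5 with 10420292. The design gives no condition that sets control sample 3 apart from control sample 4 of the same set, and no biological explanation was tested.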

How the results depend on the processing

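The fits with the set of samples as a factor, within each set, with different control samples for each exposure, and with other samples under the component 2 covariate were chosen only after the result was seen, and all other alternatives were set before the data were examined. No paired analysis was possible because the labels number the samples from 1 to 12 and the groups share no number.

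The count of T_4_ DEGs stayed within 1.5 times of 6587 under all 9 alternatives, from 5914 to 8856, and in the 12 fits that each left out 1 sample, from 5210 to 6491. The count for the mixture against T_4_ did so as well, from 8772 to 11675 and from 7818 to 9510. The share of shared DEGs changed in the same direction stayed within its confidence interval under the 8 alternatives that gave one, from 45.5% to 56.2%. Of 94 values of the single genes named under the alternatives and with samples left out, 21 lost the threshold and 0 changed direction. All 21 were values of the mixture genes gene48097 and gene9490, and no value of the T_4_ genes gene69 and gene27474 lost it. The 94 include the fits with or within the sets, which were added after the result was seen.

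The results of the mixture did not hold as well. With DESeq2's test and size factors, there were 644 mixture DEGs, 223 shared DEGs and a lower share of 77.5%. With component 2 removed and then DESeq2, there were 1692, 675 and 65.2%. The score on component 2 as a covariate gave 607, 238 and 82.9%, and 1 surrogate variable gave 620, 242 and 82.4%. For these 4 settings the cause was not tested. They called 140, 141, 141 and 141 of the 141 mixture DEGs, and the gene missing under DESeq2 had no adjusted p-value there. An adjusted p-value under 0.1, a looser threshold, gave 449, 195 and 82.9%. Without a filter there were 68 mixture DEGs and 24 shared DEGs, all 68 among the 141, with 38850 in place of 27141 genes tested, and the correlation of mixture and T_4_ log2 fold changes rose from 0.123 to 0.377. When only the 2 groups compared were fitted, which leaves 8 samples, there were 0 mixture DEGs and 0 shared DEGs, with 4076 genes at an unadjusted p-value under 0.05. RLE size factors gave 113 mixture DEGs, and a filter of at least 10 counts in every sample gave 177.

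Leaving out 1 sample each, which leaves fewer samples, gave from 2 to 92 mixture DEGs. Their number was 45, 6, 3 and 7 without control samples 1 to 4, 92, 60, 2 and 3 without mixture samples 5 to 8, and 64, 54, 78 and 64 without T_4_ samples 9 to 12. The shared DEGs ranged from 1 to 30, with 12, 2, 1 and 2, then 30, 21, 1 and 1, then 22, 17, 26 and 19 in the same order. Over the 7 of these fits with at least 10 mixture DEGs, the lower share ranged from 84.4% to 93.3%, and over the 7 with at least 10 shared DEGs, the share in the same direction ranged from 45.5% to 58.8%, the latter without T_4_ sample 10. The correlation ranged from 0.0915 to 0.227, and it was 0.195, 0.227, 0.198 and 0.193 without control samples 1 to 4. With the score on component 2 as a covariate, the 12 fits gave from 72 to 583 mixture DEGs. The 5 that moved the count by over 1.5 times were those without control samples 3 and 4, with 89 and 91, and without mixture samples 6, 7 and 8, with 265, 72 and 72. Under this covariate, the share of shared DEGs in the same direction ranged from 41.4%, without mixture sample 5, to 72.0%, without control sample 2. With the same covariate, the 8 control and mixture samples alone gave 217.

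With the set of samples as a factor, there were 625 mixture DEGs, 243 shared DEGs and a lower share of 82.9%. Within the first set of 6 samples there were 1 mixture DEG, which was also the 1 shared DEG, 3732 T_4_ DEGs and 4191 DEGs between mixture and T_4_, with a correlation of 0.194. Within the second set there were 71 mixture DEGs, 83.1% of them lower, and 26 shared DEGs, with a correlation of 0.214. None of the 141 mixture DEGs was called within the first set, where 2201 genes had an unadjusted p-value under 0.05, and 26 were called within the second. These fits hold 2 samples per group. With different control samples for each exposure, the correlation was near 0, at −0.0418 on average and from −0.117 to 0.0500 over 4 choices of controls.

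In the PCA, the separation of the mixture from the control was reversed by the removal of component 2, from −3.20 to 12.1 (exact one-sided permutation test, p = 0.0286), within a range of p from 0.0286 to 0.943 over the 5 alternatives. The removal makes component 3, on which the mixture and control samples did not overlap, the second axis. The separation of T_4_ from the control lost the threshold with log2 CPM, at 40.7 (exact one-sided permutation test, p = 0.0571), within a range of p from 0.0286 to 0.0571. For the change with log2 CPM the cause was not tested. The variance on components 1 and 2 was 43.6% and 21.0% with the genes of filterByExpr, 54.2% and 29.1% with the 500 most variable genes, 26.7% and 15.0% with each gene scaled, 24.7% and 23.0% with log2 CPM, and 49.7% and 10.5% with component 2 removed. Leaving out 1 sample each, it ranged from 37.9% to 41.7% and from 20.2% to 21.3%.

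The sum of L and S copies, the genes listed in the paper and the set tests on gene lists were not run, as the gene numbers were not paired with names. An alternative that gave no DEG gave no lower share and no share in the same direction. The depth of the samples limits the lowest genes: genes at or under 3 counts in all samples of a group have only a bound on their fold change, which was so for 3 higher and 7 lower T_4_ DEGs and for 0 mixture DEGs.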

Differences from the paper's values

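Of the settings named here, the set of samples as a factor and the fits that leave out samples under the component 2 covariate were chosen only after the result was seen.

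The paper's count of mixture DEGs is 587, and the fit of the counts as deposited gave 141. Of the alternatives set before the data were examined, DESeq2 with its size factors (644), the score on component 2 as a covariate (607), 1 surrogate variable as a covariate (620) and an adjusted p-value under 0.1 (449) lay within 1.5 times of the paper's count. The others did not: RLE size factors (113), no filter (68), at least 10 counts in every sample (177), only the 2 groups compared (0, with 4076 genes at an unadjusted p-value under 0.05), component 2 removed and then DESeq2 (1692) and the 12 fits that each left out 1 sample (2 to 92). Chosen after seeing the values, the set of samples as a factor (625) and 7 of the 12 fits with the component 2 covariate that left out 1 sample (446 to 583) also came within 1.5 times. The setting with component 2 removed repeats the paper's removal of that component but not its test, for which the paper names DESeq.

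The paper's count of DEGs shared by both exposures is 210, and the same fit gave 49. DESeq2 (223), the component 2 covariate (238), the surrogate variable (242) and an adjusted p-value under 0.1 (195) came within 1.5 times. RLE size factors (40), no filter (24), at least 10 counts in every sample (66), only the 2 groups compared (0), component 2 removed and then DESeq2 (675) and the fits that left out 1 sample (1 to 30) did not. The set of samples as a factor (243) and 7 of the fits with the component 2 covariate that left out 1 sample (153 to 220), chosen after seeing the values, came within 1.5 times as well.

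The paper's share of variance on the second axis of the PCA is 10.54%, and component 2 of the counts as deposited held 20.5%. With component 2 removed, as the paper's methods describe, the second axis held 10.5%, and with each gene scaled to unit variance component 2 held 15.0%, within 1.5 times. The genes of filterByExpr (21.0%), the 500 most variable genes (29.1%), log2 CPM (23.0%) and the fits that left out 1 sample (20.2% to 21.3%) did not come within 1.5 times.

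The paper shows about 420 mixture DEGs lower than the control in Fig. 3C, read by eye, against 130 here. DESeq2 (499), the component 2 covariate (503), the surrogate variable (511) and an adjusted p-value under 0.1 (372) came within 1.5 times, as did the set of samples as a factor (518), which was chosen after seeing the values. RLE size factors (105), no filter (63), at least 10 counts in every sample (161), only the 2 groups compared (0) and component 2 removed and then DESeq2 (1103) did not. The paper shows about 170 mixture DEGs higher than the control in Fig. 3D, read by eye, against 11 here. Only DESeq2 (145) of the alternatives set before the data were examined came within 1.5 times, and the others ranged from 0 to 589. Of the fits chosen after seeing the values, those with the component 2 covariate and without control sample 1, control sample 2 or mixture sample 5 (139, 133 and 123) came within 1.5 times.

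The paper shows about 88 DEGs lower after both exposures in Fig. 3C, read by eye, against 18 here, and about 38 DEGs higher after both in Fig. 3D, read by eye, against 4 here. DESeq2 (78 and 38), the component 2 covariate (100 and 33), the surrogate variable (99 and 37) and an adjusted p-value under 0.1 (71 and 29) came within 1.5 times, as did the set of samples as a factor (103 and 34), chosen after seeing the values. RLE size factors (17 and 3), no filter (10 and 1), at least 10 counts in every sample (25 and 5), only the 2 groups compared (0 and 0) and component 2 removed and then DESeq2 (199 and 151) did not.

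The paper states that most common DEGs change in the same direction, while 44.9% did so on the counts as deposited. Settings of all samples with more than 50% were DESeq2 (52.0%), component 2 removed and then DESeq2 (51.9%), the component 2 covariate (55.9%), the surrogate variable (56.2%), an adjusted p-value under 0.1 (51.3%) and the set of samples as a factor (56.4%), the last chosen after seeing the values. Of the 7 fits that left out 1 sample and gave at least 10 shared DEGs, those without control sample 1 (58.3%) and T_4_ samples 10, 11 and 12 (58.8%, 53.8% and 57.9%) also lay above 50%. With the component 2 covariate and 1 sample left out, chosen after seeing the values, the share ranged from 41.4% to 72.0%, and with only the 8 control and mixture samples for the mixture it was 62.1%. The paper also states that the exposed samples lie apart from the control samples on the PCA. On the counts as deposited the separation of the mixture was −3.20 (exact one-sided permutation test, p = 0.6), and with component 2 removed it was 12.1 (exact one-sided permutation test, p = 0.0286).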

Other observations

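The splits of the samples under component 2 removal and the tests of a normalization offset, control processing, shared controls and depth were chosen only after the result was seen. The fits with the set of samples as a factor, within each set and with different control samples for each exposure were also added then. The other tests, including that of the parents, were written down first.

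The groups were compared with other splits of the same samples. For the mixture against control, 2 of the 35 splits of the 8 samples into 4 and 4 gave as many DEGs, the real one with 141 and the one that follows the 2 sets of 6 samples on component 2 with 980. None of the other splits gave more than 1. With the score on component 2 as a covariate, 1 of 35 gave as many, the real one with 607, and no other split gave more than 5. With component 2 removed and then DESeq2, 1 of 35 gave as many, the real one with 1692, and another split reached 402. For T_4_ against control and for the mixture against T_4_, 1 of 35 gave as many in each case, and no other split gave more than 1 and 2. The share of splits with as many DEGs was thus 0.0571 without a term for the sets, and it counts the split that follows the sets. Only 18 of the 35 splits keep 2 samples of each set in each group, as the real one does. Among these, the real one gave the most mixture DEGs in each fit. The others gave at most 0 without a term for the sets, 5 with the covariate and 402 with component 2 removed. The lowest share that these splits allow is 1 of 18. With the set as a factor there were 625 mixture DEGs, and within the first and the second set there were 1 and 71. Of the 625, 120 (19.2%) also differed between the sets.

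The 2 sets of 6 samples differed in 3625 of 27141 genes, a pattern that the paper treats as a batch effect. Sequencing depth is argued against as the cause, since the mean counts per sample of the sets differed by 2.45% (exact two-sided permutation test, p = 0.275). Among the genes, 8 were all-or-none, with at most 3 counts in all 6 samples of one set and at least 20 in all 6 of the other. Of these, 3 were absent in the first set and 5 in the second. No test of a library or sequencing batch was made for them that could have excluded one. The paper's methods name 2 breedings, and a candidate explanation is that the sets are offspring of different parents. If so, genes that vary among siblings would also vary between the sets. Within the 6 pairs of samples of the same group and set, 47 genes were all-or-none (at most 3 counts against at least 50), and 41 of them were tested between the sets. Of the 41, 20 (48.8%) differed between the sets, against a median of 12.2% and a highest value of 39.0% in 10000 lists of the same abundance (permutation p = 1e-04, the smallest they can give). The lists were matched on abundance only. None of the 41 is among the 8 genes that are all-or-none between the sets, so the test does not bear on those, and it does not exclude a batch. For the 8 genes and for the other 3617, a library batch and the breeding cannot be told apart, because the labels give neither for each sample.

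Among the mixture DEGs, 130 of 141 were lower than the control. An offset in normalization shifts all genes alike, so one that made the whole excess would be balanced among the DEGs and among the genes with an unadjusted p-value under 0.05 at once. With an offset of 0.02 in log2 added to the mixture samples, 46.0% of then 4408 genes with such a p-value were lower, but 85.3% of then 68 DEGs (95% Wilson confidence interval 75.0% to 91.8%, over genes that are not independent). With 0.06, 44.2% of then 95 DEGs were lower, but 26.9% of then 5350 genes with such a p-value. The scalings TMMwsp, RLE, upper quartile and library size alone left from 92.0% to 97.0% of the DEGs lower. None of them shifted the mixture upward by more than 0.00171, so they cannot test an offset of 0.02 or more. The values at the added offsets argue against an offset as the whole cause, and an offset as a part of it stays open. Different processing of the control samples was tested because the names of their tables list a trimming step a second time. Such processing would place the T_4_ samples below the controls on these genes as well, but the median T_4_ log2 fold change of the 130 genes was 0.0380, against −0.55 after the mixture, and 72 (55.4%) were higher after T_4_. A response of the brain to the mixture stays open as a hypothesis, and so do explanations that were not tested, such as a difference in the tissue dissected.

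The log2 fold changes of the mixture and T_4_ correlated with r = 0.123 across genes. Simulations of an unchanged mixture group against the same controls gave 0.199 on average, and different control samples for each exposure gave −0.0418 on average (−0.117 to 0.0500 over 4 choices of controls). The shared controls may account for the whole of this correlation. Within the sets, where r was 0.194 and 0.214, the controls were shared as well.

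After T_4_, 14.3% ± 0.381 of reads fell outside genes, against 15.8% ± 0.306 in the control, and 33259 ± 163 genes had at least 1 count, against 33662 ± 141 (SD, n = 4 samples). In both measures all 4 T_4_ samples were below all 4 control samples (exact two-sided permutation test, p = 0.0286 for each, the smallest p that 4 against 4 allow, and 0.103 after Benjamini-Hochberg adjustment over 18 comparisons, so neither passes the correction). A lower depth would lower the number of genes, but the T_4_ samples had 361501.5 counts more than the control samples on average. An effect of T_4_ on the transcripts present and a difference in RNA or library quality were not tested and stay open. The TMM factors of both exposed groups, 0.995 and 0.989 on average, also lay below those of the control, 1.02 on average, in all 4 samples of each (exact two-sided permutation test, p = 0.0286 for each, and 0.103 after adjustment).

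Whether the mixture acted differently in the 2 sets was tested as an interaction. No gene passed the threshold (0 genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test), and 2202 genes had an unadjusted p-value under 0.05. For T_4_ there were 0 genes, with 2316 at an unadjusted p-value under 0.05. The sets hold 2 samples per group each, and a cause was not tested.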
